A study of Schizosaccharomyces pombe with 29 samples.

How the data were processed

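RNA was measured by RNA-seq in 8 Schizosaccharomyces pombe (fission yeast) libraries: 3 of wild-type cells (WT), 3 of cells that overexpress the Escherichia coli RNase H gene rnhA (pRnhA), and 2 of a strain that lacks both rnh1 and rnh201 (rnh1Δrnh201Δ). Per the labels' protocols, these cells were grown in the minimal medium PMG and held at 34 °C for 3 hours before collection, total RNA was extracted with hot phenol, a directional library kit was used, and reads of 50 bases were sequenced from one end. The series lists 29 samples. Its 18 DRIPc-seq samples, which map RNA-DNA hybrids, and its 3 small RNA samples were not analysed here.

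Per the file headers, the authors ran DESeq2 and deposited a table of normalized counts, log2 fold changes and adjusted p-values for 7016 genes. The aligner, the counting tool, the use of strand in counting, the genome build and the annotation are not stated in the labels or the header. The deposited normalized counts are a score rather than raw counts: every value is whole and none has more than 2 significant digits, so rounding can move a value of 10 or more by up to 5% and a smaller value by up to 0.5, which is a larger share of it. The size factors and raw counts were not used here, and the sequencing depth behind each value is unknown, so no interval or detection limit is given. The authors' deposited log2 fold changes do not name their reference group. Across the 4532 genes with a mean of at least 200 they correlated at 0.91 for rnh1Δrnh201Δ and at 0.93 for pRnhA with the log2 ratio to the WT mean, against 0.13 and 0.51 with the ratio to the other strain, which settles WT as the reference. Their slopes on that ratio were 0.66 and 0.73, so the authors' deposited fold changes vary less across genes than the ratios do. Not every deposited fold change is smaller than its ratio. The authors' deposited adjusted p-values have 2 decimals; 87 genes for rnh1Δrnh201Δ and 99 for pRnhA are printed as 0.05 and were not counted as past that threshold.

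The design fixed before the data were examined assumed raw counts and a count test first, with limma for normalized values. The table holds normalized values, so limma was used: limma-trend (limma 3.58.1 in R 4.3.3) on log2(value + 1), over the 6456 genes with a mean of at least 1, with the 8 libraries in one fit of 3 groups, 5 residual degrees of freedom, no replicate block, Benjamini-Hochberg adjustment within each contrast and a threshold of 0.05. All fold changes are on this log2(value + 1) scale, which understates the change of low genes. Gene sets were tested with limma's camera at the preset correlation of 0.01, two-sided, adjusted over 10 tests (5 sets in 2 contrasts against WT), with a set's value given as the median log2 fold change of its tested members. The sets were defined by identifier before the data were examined: noncoding RNAs, small nuclear and nucleolar RNAs, mitochondrial identifiers, Tf2 retrotransposons, and clones near the chromosome ends. Of the 7016 identifiers, 6231 matched the gene table of assembly ASM294v3, which was used for names and for which genes neighbour each other. No coordinates are given because the authors' build is not stated. Checks of GC content and gene length were not run for the same reason.

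The rule for the genes named was set before the data were examined: rnh1 and rnh201, 5 preset markers, and for each contrast against WT the 4 rising and 4 falling genes with the largest change among those past the threshold, with libraries that do not overlap between the groups and a mean of at least 20 in the higher group. Other genes are named only where stated to have been chosen after their values were seen. A list of 10 mating-type genes was written after the mating-type transcripts had been seen.

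The fit was tested on simulated tables rounded like the deposited one, with 200 changed genes per strain and 5 draws. The changed genes were drawn from those with a mean of at least 20, so recovery at lower values was not tested. With a spread set to the median dispersion (6451 genes), 97% of genes changed by 1 on the log2 scale were recovered for rnh1Δrnh201Δ and 98.5% for pRnhA, with at most 2.3% false calls. With each gene's own observed spread (6505 genes) the recovery was 80.5% and 85.3%, with 6% and 4.9% false calls. A change of 0.5 was then recovered in 38.7% and 51.1% (6504 genes), with 4.9% and 6.6% false calls. Under the median dispersion (6452 genes) a change of 0.5 was recovered in 81.6% and 85.3%, with 1.7% and 0.8% false calls. In 20 simulated tables of 6447 genes camera found a set of 60 genes shifted by 0.5 in 20 and called an unshifted set in 0. Genes varied independently in these tables, so this does not show how camera behaves where the genes of a set vary together between libraries. The tables also used the median dispersion alone, and the sets came from genes with a mean of at least 20. Each gene's own spread and sets as small as the tested ones of 13, 24 and 38 genes were thus not covered. Where the 2 strains are compared with the same WT libraries, 100 simulated data sets with no change gave the reference values.

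Replicate numbers are shared across the groups. Deviations from the group means correlated across genes with a mean of at least 50 at 0.29, 0.29 and 0.55 for the WT and pRnhA libraries numbered 1, 2 and 3. The check thus passed for WT and pRnhA, from the values and not from a label. However, WT replicate 1 correlated at 0.28 with pRnhA replicate 2, and WT replicate 2 at 0.30 with pRnhA replicate 1. Correlations between groups were positive for libraries with the same mating-type transcript, described below, and negative for the others. The check therefore cannot tell pairing by number from that split. The WT and rnh1Δrnh201Δ libraries numbered 1 and 2 correlated at -0.12 and 0.30, which does not pair them. Across alternatives, a count of changed genes was also expressed as a percent of the genes tested. Alternatives covered the scaling, low-value filters, the pseudocount, the libraries in the fit, the replicate block, the thresholds, the set test and leaving out each library. Python 3.11.15 was used for tables and figures.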

Results

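The RNA-seq table was used to compare the transcriptome of wild-type fission yeast with that of 2 strains in which RNase H, the enzyme class that degrades RNA in RNA-DNA hybrids, was altered in opposite directions. The rnh1Δrnh201Δ strain lacks RNase H1 (rnh1) and the catalytic subunit of RNase H2 (rnh201), and the pRnhA strain overexpresses the E. coli enzyme. There were 3 WT, 3 pRnhA and 2 rnh1Δrnh201Δ libraries. The normalized counts summed to between 8392168 and 9455805 per library; the raw depth is unknown. Between replicates, log2 values of the 5342 genes with a mean of at least 50 correlated at 0.966 to 0.985 in WT, 0.980 to 0.996 in pRnhA and 0.982 in rnh1Δrnh201Δ. Among the 4532 genes with a mean of at least 200, 8.2% differed by over 1.5-fold between WT replicates 1 and 3, against at most 0.9% between any 2 pRnhA replicates and 1.8% between the rnh1Δrnh201Δ replicates.

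The targeted genes were examined first. The normalized count of rnh1 (SPBC336.06c) was 303 ± 15.3 in WT (SD, n = 3), 307 ± 11.5 in pRnhA (SD, n = 3) and 29.5 ± 9.19 in rnh1Δrnh201Δ (SD, n = 2), or 9.7% of WT. That of rnh201 (SPAC4G9.02) was 350 ± 45.8 in WT, 437 ± 25.2 in pRnhA and 9.5 ± 3.54 in rnh1Δrnh201Δ, or 2.7% of WT. The fall in the deletion strain was -3.35 on the log2 scale for rnh1 (SE 0.17, limma adjusted p 9.4e-05) and -5.10 for rnh201 (SE 0.21, limma adjusted p 2.6e-05). Neither gene differed between pRnhA and WT past the threshold (limma adjusted p 0.96 and 0.25). However, the authors' deposited table gives rnh201 a DESeq2 adjusted p of 0.01 in pRnhA (log2 fold change 0.32). Its counts were 410 to 460 in pRnhA and 300 to 390 in WT.

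**Figure D1:**
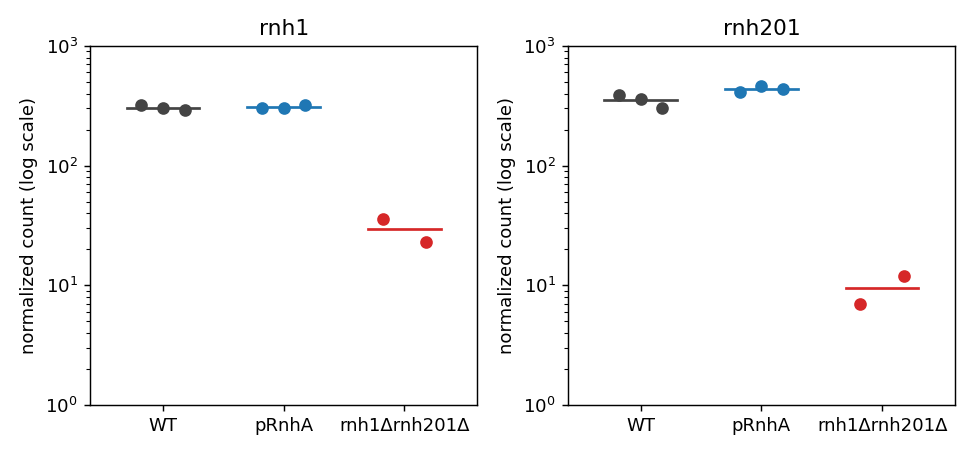
DESeq2-normalized counts (log axis) of rnh1 and rnh201 in each library, by group, with a line at the group mean. The rnh1Δrnh201Δ libraries lie at 36 and 23 for rnh1 and at 7 and 12 for rnh201, below all WT and pRnhA libraries, which lie at 290 or more.

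Of the preset markers, ura4 was listed at 0 or 1 in all 8 libraries and was not tested. The leu1, ade6, his3 and nmt1 genes were tested. Against WT, 0 of these 4 passed the threshold in rnh1Δrnh201Δ over all genes tested and 1 adjusted over the list alone, and in pRnhA 1 passed in either way. That gene was his3, at 2933 ± 153 in WT and 2367 ± 57.7 in pRnhA (log2 fold change -0.31, limma adjusted p 0.011). Single libraries decided these calls over all genes tested. Without WT replicate 1, ade6, his3 and nmt1 passed in rnh1Δrnh201Δ (0.24, -0.22 and -0.37), as did nmt1 in pRnhA (-0.48), and without pRnhA replicate 2 his3 lost its call in pRnhA (-0.29). The authors' deposited table has his3 and nmt1 past 0.05 in both strains, and leu1 and ade6 in neither.

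Comparing rnh1Δrnh201Δ with WT asked which transcripts depend on the cell's own RNase H. Of 6456 genes tested, 19 had a limma adjusted p under 0.05, 5 higher and 14 lower, and 7 of these changed by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 1374 genes. The count rested on single libraries. Without WT replicate 1 it was 1264, which was the largest move, and without WT replicates 2 and 3 in turn it was 4 and 34. Without pRnhA replicates 1, 2 and 3, which enter through the shared estimate of spread, it was 3, 4 and 10. Scaling to library totals gave 213 genes, 79.3% of them higher against 26.3% in the main comparison, and moved the median log2 fold change of all genes to 0.07. The authors' deposited table has 932 genes past 0.05 for this strain, 419 higher and 513 lower, and 18 of the 19 were among them.

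**Figure D2:**
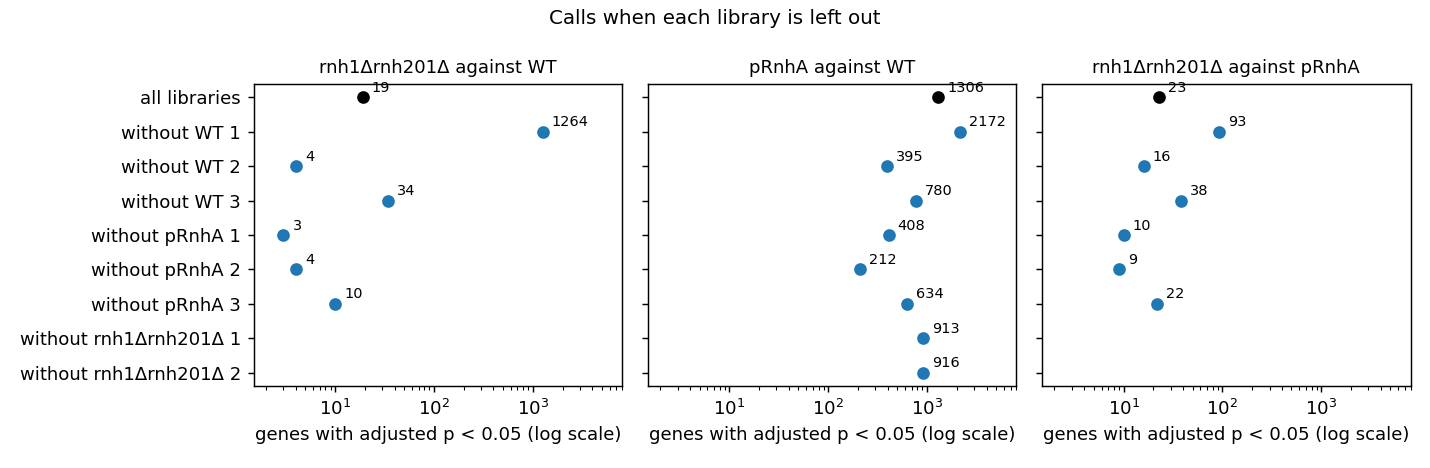
Number of genes with a limma adjusted p under 0.05 (log axis) in each of the 3 comparisons with all libraries (black) and with each library left out (blue). Leaving out WT replicate 1 gave the highest count in each panel (1264, 2172 and 93); fits that left a single rnh1Δrnh201Δ library are not shown for that strain.

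The noncoding RNA SPNCRNA.1299, which lies among ribosomal RNA genes in assembly ASM294v3, rose from 11.7 ± 2.08 in WT to 122 ± 53.7 in rnh1Δrnh201Δ (log2 fold change 3.22, SE 0.29, limma adjusted p 0.0051). It was also higher in pRnhA, at 51.7 ± 3.06 (2.07, adjusted p 0.0042). The transcript kap114-antisense-1 rose by 2.42 (adjusted p 0.048) from 5.33 ± 1.53, and as an antisense transcript it is uncertain because the use of strand in counting is not stated. The gene next to the deleted rnh1, SPBC336.05c (hen1), was at 64.3 ± 5.03 in WT, 56.7 ± 5.13 in pRnhA and 160 ± 14.1 in rnh1Δrnh201Δ (1.30, SE 0.15, adjusted p 0.027); it overlaps cdc6 in that assembly, so its counts are uncertain as well. The rise of ssa1 was 1.12 (adjusted p 0.048). Among falling genes SPAC186.05c went from 57.7 ± 11.6 to 6.0 ± 5.66 (-3.33, adjusted p 0.048), although the authors' deposited table gives it an adjusted p of 0.11. With a single rnh1Δrnh201Δ library this fall was -2.40 without replicate 1 and -4.27 without replicate 2. The falls of erg32, srx1 and SPAC4G9.20c were -0.96, -0.87 and -0.77 (adjusted p 0.048, 0.027 and 0.048). Leaving out one library cost each of these genes except SPNCRNA.1299 its call in at least 3 of the 6 fits that kept both rnh1Δrnh201Δ libraries, while all kept their direction in those fits. Without WT replicate 2, SPBC336.05c was at 1.24, kap114-antisense-1 at 2.6, ssa1 at 1.18, SPAC186.05c at -3.35, erg32 at -0.91, srx1 at -0.79 and SPAC4G9.20c at -0.75, and none of these 7 was called. With only the WT and rnh1Δrnh201Δ libraries in the fit, SPNCRNA.1299 was not called either (3.22, adjusted p 0.14). Several of these changes were not particular to the deletion. In pRnhA against WT, erg32, srx1 and SPAC4G9.20c also fell, by -0.64, -0.42 and -0.88 (limma adjusted p 0.015, 0.019 and 0.0037). There ssa1 rose by 0.69 (adjusted p 0.016), and kap114-antisense-1 was at 1.09 (adjusted p 0.05). SPAC186.05c and SPBC336.05c were not called in pRnhA (-0.79 and -0.18).

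Comparing pRnhA with WT asked which transcripts respond to added RNase H. Here 1306 of 6456 genes had a limma adjusted p under 0.05, 573 higher and 733 lower, and 167 changed by at least 1. The libraries of the 2 groups did not overlap for 33.7% of genes, against 10% by chance. Without WT replicates 1, 2 and 3 in turn the count was 2172, 395 and 780. Without pRnhA replicates 1 and 3 it was 408 and 634, and without pRnhA replicate 2 it fell furthest, from 20.2% of the genes tested to 3.28%. Scaling to library totals gave 1634 genes, 947 of them shared, with 77.1% higher against 43.9%, and moved the median log2 fold change of all genes from 0.002 to 0.11. The directions given here are relative to the authors' scaling, and so to that median. The authors' deposited table has 1960 genes past 0.05 for pRnhA, 844 higher and 1116 lower, and 1288 of the 1306 were among them. Libraries also split by a mating-type transcript, mat1-Mc in 5 and mat2-Pc in 3. Within the 4 WT and pRnhA libraries with mat1-Mc, 0 genes passed the adjusted threshold and 1499 had an unadjusted p under 0.05, while all 1306 genes kept their direction, the 4 libraries being among those that gave the calls. The libraries with mat2-Pc held 1 of each group and gave no test. With the transcript as a term in the fit of all libraries, the count was 1319.

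The rising genes with the largest changes in pRnhA were noncoding RNAs. SPNCRNA.934, which overlaps another noncoding gene in assembly ASM294v3 and is uncertain for that reason, rose from 10.3 ± 5.51 to 96.7 ± 15.3 (log2 fold change 3.22, SE 0.49, limma adjusted p 0.0068). SPNCRNA.504 rose from 124 ± 36.7 to 627 ± 25.2 (2.38, SE 0.21, adjusted p 0.0015) and was at 102 ± 12 in rnh1Δrnh201Δ. Its identifier was not matched to the assembly, and the transcript prl10, chosen after its values were seen, rose with it, at 300 to 310 in pRnhA and 55 to 96 elsewhere. SPNCRNA.1239 rose by 2.20 (adjusted p 0.0093) and lost its call without pRnhA replicate 2, at 2.22. The largest falls were in urg2, urg1, SPAC1399.04c and shu1, at -4.94, -4.90, -3.60 and -3.56 (adjusted p 0.018, 0.016, 0.021 and 0.018). These 4 genes also varied widely within WT: urg1 was at 1900, 27000 and 46000 in WT replicates 1, 2 and 3 and at 350, 350 and 720 in pRnhA. In rnh1Δrnh201Δ, urg2, urg1, SPAC1399.04c and shu1 were low too, at -3.81, -3.97, -3.03 and -2.47 against WT. Limma did not call these (adjusted p 0.13, 0.11, 0.12 and 0.15). The authors' deposited table prints a DESeq2 adjusted p of 0 for all 4 in both strains. These falls were thus not shown to be particular to added RNase H. The shu1 count was 1, 2 and 0 in pRnhA, so the size of its fall is uncertain. In pRnhA, each of the 4 lost its call in at least 3 of the 8 fits that left out one library. Without WT replicate 2 none was called, with urg2 at -4.44, urg1 at -4.39, SPAC1399.04c at -3.06 and shu1 at -2.86. The sizes rested on single WT libraries as well: without WT replicate 1 these were -6.39, -6.30, -4.76 and -4.36, all called, and without WT replicate 3 they were -3.98, -4.01, -2.97 and -3.45, with urg1 alone called.

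Comparing the strains directly, 23 genes had a limma adjusted p under 0.05 between rnh1Δrnh201Δ and pRnhA, 15 higher and 8 lower, and 810 had an unadjusted p under 0.05. Besides rnh1 and rnh201 they included SPBC336.05c and SPNCRNA.504. The count was 93 without WT replicate 1 and 38 without WT replicate 3, and it was 10 and 9 without pRnhA replicates 1 and 2.

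Although RNase H was altered in opposite directions, the fold changes of the 2 strains against WT had the same sign in 76.6% of genes and correlated across genes at 0.69 (Pearson) and 0.683 (Spearman). Genes are not independent replicates, and both fold changes share the WT libraries. Data sets simulated without change, with genes varying independently, gave a mean Pearson correlation of 0.442 (95% of 100 draws between 0.333 and 0.550) and the same sign in 64.7%. Of these draws, 0 reached the observed correlation or the observed share. Where the simulation let each library deviate as a whole, the mean was 0.562 (95% between -0.0949 and 0.940), and 39 of 100 draws reached the observed value. The same sign was then found in a mean of 73.8% of genes (95% of draws between 52.6% and 91.5%), and 47 of 100 draws reached 76.6%. The observed correlation thus lay above the no-change values of the first simulation and within those of the second. With different WT libraries for each strain it ranged from 0.19 to 0.52. Of the calls against WT, 14 were shared by both strains, 14 of them in the same direction; the authors' deposited table has 750 shared calls, 748 in the same direction. Shared WT libraries give such a direction with no change: of genes with an unadjusted p under 0.05 in both comparisons, a mean of 96.4% had the same direction in simulations with independent genes and 96.5% where libraries deviated as a whole, against 99.5% observed. The number of such genes was 1006, against means of 78.4 and 100.9, and 0 of 100 draws of either simulation had as many. At least 14 shared calls past the adjusted threshold were found in 0 of 100 and 1 of 100 draws. For the authors' deposited table no such value was computed.

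**Figure D3:**
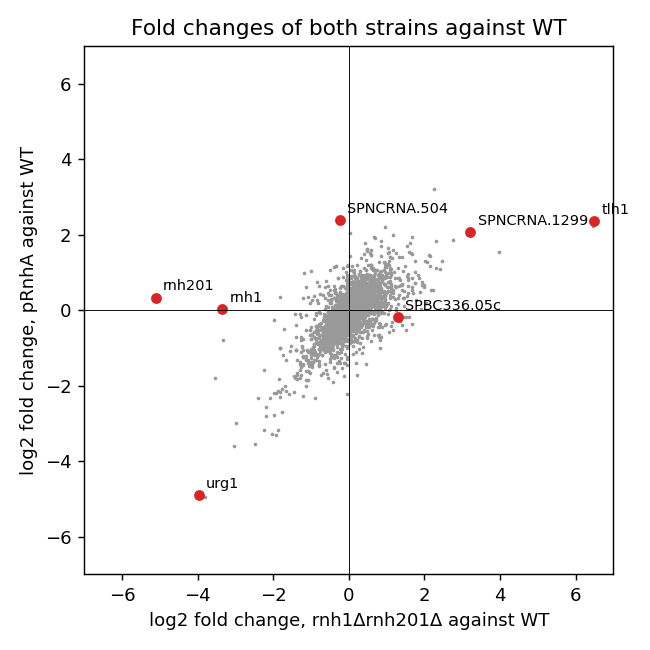
Each point is one of 6456 tested genes, with its log2 fold change against WT in rnh1Δrnh201Δ (x axis) and in pRnhA (y axis); genes labelled are in red, among them tlh1, which did not pass the threshold. Most genes follow one diagonal (Pearson 0.69), while rnh1 and rnh201 fell in rnh1Δrnh201Δ and SPNCRNA.504 rose in pRnhA.

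The gene sets tested whether classes of transcript moved together. In rnh1Δrnh201Δ the median log2 fold change was -0.48 for the 13 Tf2 rows, -0.25 for 24 mitochondrial members, 0.25 for 38 small nuclear and nucleolar RNAs, 0.10 for 655 noncoding RNAs and 0.02 for 92 subtelomeric genes, with camera adjusted p of 0.0013, 0.0015, 0.024, 0.10 and 0.71. In pRnhA the medians were -0.78, -0.62, 0.57, 0.08 and 0.02, with adjusted p of 8.7e-05, 8.7e-05, 0.0015, 0.18 and 0.71. The mitochondrial set took identifiers starting with SPMIT, so it does not stand for mitochondrial genes listed under other names. Among those, the change in pRnhA was -0.4 for atp9, -0.35 for atp6 and -0.27 for cob1. It was -0.11 for 21S_rRNA, 0.04 for 15S_rRNA and 0.18 for atp8. In pRnhA, 13 of the 13 Tf2 rows passed adjusted over the list alone and 4 over all genes tested; in rnh1Δrnh201Δ both counts were 0. For the mitochondrial set these counts were 7 and 7 in pRnhA and 2 and 1 in rnh1Δrnh201Δ. They were 2 and 4 for the small nuclear and nucleolar set in pRnhA, 58 and 73 for the noncoding set, and 17 and 17 for the subtelomeric set; in rnh1Δrnh201Δ they were 0 and 0, 2 and 2, and 1 and 1. Under fry the calls of the mitochondrial and the small nuclear and nucleolar sets in pRnhA held (adjusted p 0.016 for both), and under a correlation estimated from the data no call held (smallest adjusted p 0.42). At the preset correlation, camera was also run on the 9 other splits of the WT and pRnhA libraries, which mix the groups and called 0 genes. It gave an unadjusted p under 0.05 for each of the 5 sets in 5 to 7 of them. Part of the strain difference remains in each of these splits. For the Tf2, mitochondrial and small nuclear and nucleolar sets they therefore cannot show whether a small p required it. For the noncoding and subtelomeric sets the smallest p was 6.6e-06 and 7.9e-05, against 0.15 and 0.71 between the real groups. For these sets a small camera p did not require the real grouping. Lower members made up 13 of 13 for Tf2 in both strains; 3 of 24 mitochondrial members were higher in rnh1Δrnh201Δ and 2 in pRnhA, and 31 and 34 of 38 small nuclear and nucleolar RNAs were higher. Tf2 rows share reads between near-identical copies, and rows with identical values in all libraries left 8 distinct ones. The WT libraries themselves spread from -0.45 to 0.61 around their mean for Tf2, and without WT replicate 3 the Tf2 median was -0.18 in rnh1Δrnh201Δ and -0.47 in pRnhA, both still called. It was -0.31 without rnh1Δrnh201Δ replicate 1. Without WT replicate 1 the mitochondrial median in rnh1Δrnh201Δ was -0.41, the small nuclear and nucleolar set lost its call there at 0.26, and the noncoding medians were 0.02 and -0.01. Without WT replicate 3 the noncoding set was called in both strains, at 0.16 and 0.13. The subtelomeric median was -0.06 in rnh1Δrnh201Δ without WT replicate 1 and -0.01 in pRnhA without pRnhA replicate 3. Scaling to library totals kept the sign of all 10 medians, but the small nuclear and nucleolar set lost its call in both strains (0.31 and 0.67).

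**Figure D4:**
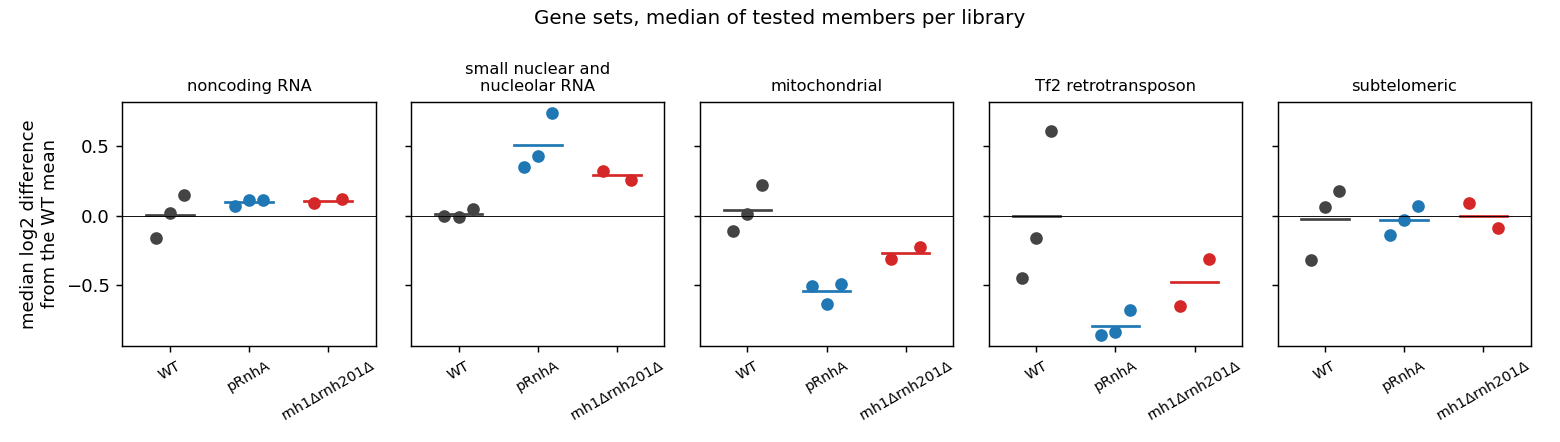
Median log2 difference from the WT mean over the tested members of each gene set, per library (points), with a line at the group mean. In pRnhA the mitochondrial set lies between -0.64 and -0.49 and the Tf2 set between -0.86 and -0.68, while the WT libraries spread from -0.45 to 0.61 for Tf2.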

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

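The direct comparison of the 2 strains and its fit under library totals were planned. All other tests in this part, and the explanations examined, were chosen after the results had been seen. No group held 4 or more libraries, so single outlying libraries were not tested. Among the named genes, 4 differed between the 2 strains in the direct comparison, which tests whether their changes against WT differ.

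The genes rnh1 and rnh201 were lower in rnh1Δrnh201Δ than in pRnhA by log2 differences of -3.37 and -5.42 (limma adjusted p 9e-05 and 1.6e-05), which is what the genotype named in the labels predicts. A swap of a rnh1Δrnh201Δ library with one of another group is argued against. The highest rnh1 value in a rnh1Δrnh201Δ library was 12.4% of the lowest in any other library. These genes cannot test a swap between WT and pRnhA libraries, and the level of rnhA was not examined.

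SPBC336.05c was higher in rnh1Δrnh201Δ than in pRnhA by 1.48 (adjusted p 0.0054). Under library totals the difference was 1.43. That scaling moved the median log2 difference of all genes between these strains only from 0.01 to -0.04. The choice between the 2 scalings thus does not account for the difference, and no other scaling was tried. The place of SPBC336.05c next to rnh1 makes a local effect of the deletion a candidate explanation. Of the 8 nearest tested neighbours of both deleted genes, 1 changed against WT, a one-sided hypergeometric p of 0.021, but the test includes the gene that prompted it and cannot decide. A local effect and an effect of losing RNase H cannot be told apart, because both deletions are present in each library of that group.

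SPNCRNA.504 was lower in rnh1Δrnh201Δ than in pRnhA by -2.62 (adjusted p 0.0028), because it rose in pRnhA. Under library totals, which moved the median of all genes little, the difference was -2.67. The choice between these 2 scalings thus does not account for the difference in SPNCRNA.504, and no other scaling was tried. The transcript prl10, chosen after its values were seen, moved alongside it, at 300 to 310 in pRnhA against 55 to 96 in the other libraries. The ratio of the 2 transcripts differed by 1.58-fold between its highest and lowest library, so shared reads may be part of the pattern but cannot be told apart from 2 transcripts that rise together, because the authors' annotation is not stated. Sequence carried by the expression plasmid was not tested, and an effect of added RNase H stays open.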

How the results depend on the processing

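Adding noise within the rounding steps, the mating-type term, the fit of libraries with mat1-Mc and counting identical rows once were chosen after seeing the data. DESeq2 and its size factors were not run, since they need raw counts.

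The number of genes changed in rnh1Δrnh201Δ against WT was the least stable. From 19 genes, or 0.294% of those tested, it went to 213 under library totals (3.3%), 9 with no filter on low values (0.135%), 8 among genes at 10 or more in every library (0.139%), 4 with only the 2 groups (0.062%), 9 with a pseudocount of 0.1 (0.139%), and 44 with rounding redrawn (0.682%, 26 to 58 genes over 20 draws). At an adjusted p of 0.01 there were 3 genes (0.0465%), with 265 (4.1%) for pRnhA against WT and 12 (0.186%) for rnh1Δrnh201Δ against pRnhA. With a log2 change of at least 1 they became 7 (0.108%), 167 (2.59%) and 11 (0.17%). These fall by construction. With only the 2 groups, rnh1Δrnh201Δ against pRnhA gave 70 (1.08%) in place of 23. The pRnhA count was 0 (1499 at an unadjusted p under 0.05) in the 4 libraries with mat1-Mc, where fewer libraries were fitted; its other alternatives that kept all libraries and the threshold stayed within 1.5 times. The causes of the other moves were not tested.

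Leaving out one library gave from 0.0465% to 19.6% of the genes tested for rnh1Δrnh201Δ against WT (3 to 1264 genes), from 3.28% to 33.6% for pRnhA against WT (up to 2172 genes) and from 0.139% to 1.44% between the strains (9 to 93 genes). Each was highest without WT replicate 1, and lowest without pRnhA replicate 1 in the first and pRnhA replicate 2 in the others. All 19 genes of the first comparison were among the 1264, and 1266 of the 1306 were among the 2172. Leaving out a rnh1Δrnh201Δ library left 1 and gave no call for that strain. The correlation of the fold changes ranged from 0.597 to 0.778; it was 0.747 among genes at 10 or more in every library and 0.832 among genes called in either comparison.

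The set medians over these fits ranged in rnh1Δrnh201Δ from 0.02 to 0.16 (noncoding), 0.25 to 0.32 (small nuclear and nucleolar), -0.41 to -0.23 (mitochondrial), -0.70 to -0.18 (Tf2) and -0.09 to 0.09 (subtelomeric). In pRnhA they ranged from -0.01 to 0.13, 0.39 to 0.58, -0.69 to -0.53, -1.01 to -0.47 and -0.01 to 0.04. Without WT replicate 3 the noncoding set was called in both strains, at 0.16 and 0.13. The small nuclear and nucleolar set lost its call without WT replicate 1 in rnh1Δrnh201Δ, at 0.26. Under library totals that set lost its call in both strains, at 0.31 and 0.67. Under fry it did so in rnh1Δrnh201Δ (0.25), as did the mitochondrial set (-0.25) and Tf2 in both strains (-0.48 and -0.78); with an estimated correlation the 2 remaining calls, both in pRnhA, were lost too (0.57 and -0.62). Counting identical rows once kept both Tf2 calls.

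With the replicate block the counts were 22, 1287 and 20, of which 9, 1139 and 15 were among the 19, 1306 and 23 genes called without it, so the first count stayed close while most of its genes differed. The block brought the noncoding set past the threshold in rnh1Δrnh201Δ (0.14) and changed no other set call. Of the named genes, kap114-antisense-1, ssa1 and SPAC186.05c lost their calls under the block. The numbers do not pair the rnh1Δrnh201Δ libraries.

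Small changes that were never called changed sign: ade6 in pRnhA was 0.07 under library totals and ranged from -0.13 to 0.10 over the fits that left out one library, and rnh1 in pRnhA ranged from -0.02 to 0.06. Over all named genes, leaving out a library weakened 48 calls, strengthened 4 and moved 8 values that had no test, and the other alternatives weakened 11. Depth is unknown, so its limits could not be assessed.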

Other observations

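All tests in this part were chosen after the results had been seen.

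Other splits of the 6 WT and pRnhA libraries were compared with the real one. Of the 10 splits, 1, the real one, gave as many genes as 1306, and each of the other 9 gave 0, with 41 to 803 genes at an unadjusted p under 0.05; that includes the 3 others that part all same-numbered pairs. With 10 splits the share cannot go below 0.1. For the sets, the number of the 10 splits with a camera p as small was 1 for the mitochondrial set, 3 for Tf2, 5 for the small nuclear and nucleolar set, and 9 each for the noncoding and subtelomeric sets. In the 9 other splits the smallest camera p, not adjusted, lay between 1.9e-06 for Tf2 and 7.9e-05 for the subtelomeric set.

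Over all 6456 genes, WT replicate 1 was the WT library nearest to the pRnhA mean in 53.6% and to the rnh1Δrnh201Δ mean in 53.0%. A state that differed between the WT cultures is a candidate explanation for part of the fold changes of both strains, but the values do not decide it. With no library shared between the sides, the difference of WT replicate 1 from another WT library correlated across genes with the difference of pRnhA from the remaining one at 0.32 and 0.47, and at 0.24 and 0.45 for rnh1Δrnh201Δ. Replicate 1 was chosen because it was nearest. The difference of replicate 2 from replicate 3, set against the strain minus replicate 1, gave -0.15 and -0.22. In simulations with no change, with the nearest WT library chosen anew in each, the lower of the 2 correlations was as high in 0 of 100 draws for either strain where genes varied independently. Where each library deviated as a whole, it was as high in 23 of 100 draws for pRnhA and 28 of 100 for rnh1Δrnh201Δ. Such a state and changes of both strains cannot be told apart, since the WT libraries are few and genes are not independent.

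The mating-type transcripts divided the libraries within every group. The mat1-Mc count was 710 to 820 in WT replicates 1 and 2, pRnhA replicates 1 and 2 and rnh1Δrnh201Δ replicate 2, where mat2-Pc was at most 4. In WT replicate 3, pRnhA replicate 3 and rnh1Δrnh201Δ replicate 1, mat2-Pc was 460 to 640 and mat1-Mc at most 13. Libraries from M cells and from P cells are a candidate explanation: of 10 listed mating-type genes, 5 separated the libraries in the listed direction (4 of 6 on the M list and 1 of 4 on the P list) and 0 the other way, against 1.8% of genes by chance in one given direction. The place of mam3 on the P list is uncertain. That gene separated the libraries in neither direction, so the 5 and the 0 do not depend on its list. A mixed culture in each library is argued against, since the lesser transcript made up at most 2.27% of the pair. With mating type as a term, 12 genes differed by it at a limma adjusted p under 0.05.

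The helicase genes tlh1 and tlh2 and the gene SPAC212.06c, named after their values were seen, had the largest rises in rnh1Δrnh201Δ without passing the threshold (log2 fold changes 6.49, 6.45 and 3.98, limma adjusted p 0.11 for each). The tlh1 count was 3100 and 4000 in rnh1Δrnh201Δ and 4900 in pRnhA replicate 3, but 44 and 35 in pRnhA replicates 1 and 2 and 30, 35 and 53 in WT. SPAC212.06c was at 180, 210 and 250 in the same 3 libraries and at 8 to 18 in the others. Reads shared between near-identical copies may tie tlh1 to tlh2, whose ratio varied by only 1.1-fold over the 8 libraries. Mating type as the sole cause is argued against: tlh1 went with mat2-Pc in 6 of 8 libraries, being low in WT replicate 3 and high in rnh1Δrnh201Δ replicate 2. Since pRnhA replicates 1 and 2 differ from replicate 3, the level does not follow strain alone; differences between clones were not tested.

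Antisense-named transcripts were tested as a further set of 597. Their median log2 fold change was 0.01 in rnh1Δrnh201Δ (camera p 0.53, not adjusted) and 0 in pRnhA (camera p 0.72), with 306 and 303 members higher, so no shift of the set was detected; members went both ways, and 1 passed the adjusted threshold in rnh1Δrnh201Δ and 72 in pRnhA.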
